A study of Homo sapiens with 3 samples. Its data were reported in "FLI1 promotes IFN-γ-induced kynurenine production to impair anti-tumor immunity" (2024).

How the data were processed

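Poly-A RNA-seq was measured in 3 samples of the HK1 line after incubation with activated CD8+ T cells, 1 WT and 2 FLI1 KO, the latter made with different guides. Groups were taken from the genotype label. The table's columns named KO1 and KO2 were matched to the sgFLI1-1 and sgFLI1-2 samples by that number, which the labels do not state otherwise; a swap of the pair would move each value given for a single guide to the other guide and leave the comparison of both KO libraries with WT as it is.

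The authors prepared libraries with a NEBNext Ultra kit, trimmed reads with fastp (0.23.2), aligned them with HISAT2 (2.0.4) and assembled and quantified transcripts with StringTie (1.3.4d) on GRCh38, per the labels and the study's methods. The authors deposited whole-number read counts per gene, not normalized; the tool that made these counts is not given in the sources used here. The authors also deposited FPKM, fragments scaled to gene length and library size, for the same genes and libraries. Use of strand in the counting is not given either, so overlapping and antisense genes cannot be told apart. The ratio of count to FPKM varied between libraries (1.06 and 0.997 of the WT ratio at the median gene).

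The table held 61550 genes, and 2 further lines were empty. Of the tested genes 15448 carried an Ensembl ID of the GENCODE v44 annotation, each of these on the same chromosome, 93.9% with the same start and end; coordinates are those of the deposited table. Of 628 gene symbols on the fixed lists, 625 were found in the table, by symbol or, for the mitochondrially encoded genes, by Ensembl ID.

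Counts were tested with edgeR (4.0.16, in R 4.3.3) by its quasi-likelihood test (glmQLFit and glmQLFTest) after TMM scaling (factors 1.0013, 0.9917 and 1.0071) and filterByExpr with a minimum count of 10, which left 15483 genes, 1437 of them without a symbol. The fit compared both KO libraries with the WT library, with 1 residual degree of freedom and 9.56 prior degrees of freedom, a common biological coefficient of variation of 0.187 and two-sided p-values adjusted by Benjamini and Hochberg. A gene was called at an adjusted p under 0.05 and a fold change of at least 2. SE is the log2 fold change over the square root of the F statistic. FPKM served for levels and for log2(FPKM + 1) changes of each KO library from WT, which understate changes of low genes. The size rule counted genes at least 2-fold from WT in the same direction in both. The fit was also run on counts simulated from the real means and dispersions for this comparison (15483 genes, 200 changed). Of 4-fold changes 69% were called, and of 2-fold changes 38% passed the adjusted p alone. The signs were right for 100% of the changed genes that were called. Beside these, 11 unchanged genes were called, so the calls were not free of false ones. WT counts were simulated with the same dispersions as KO counts, so errors from the lone WT library could not show.

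The 28 gene lists, the tests and the rule for named genes were set before the data were examined. Named were FLI1; the study's kynurenine synthesis genes with CYP1A1, CYP1B1, ALDH8A1, MAOA, CREBBP, KAT5, EP300, JAK2, IRF1 and CD274; the 10 higher and 10 lower genes of largest fold change that were called, had a symbol and reached 5 FPKM; and up to 4 called members of each list by fold change, or up to 2 by the size rule where none was called. Some genes that this rule names are not reported here. Lists were tested with one-sided Fisher's exact tests among called genes, higher and lower apart, against the tested genes, adjusted over 56 tests; a test of both directions together was added later and adjusted over 28 lists. List medians were ranked among 10000 random lists of the same size matched on mean expression. Fisher's tests, medians and plots were computed in Python with scipy, and list ranks and regional medians were tested on shuffled values with known shifts.

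Depth was 22172158 counts in WT, 23904587 and 22409203 in the KO libraries. A gene at 0 counts was bounded with 3 counts per library, and intervals and floors cover counting error only. The alternatives were no filter, a minimum of 50 counts in 1 library, median-of-ratios scaling, quantile normalization, DESeq2 (1.42.0), no fold threshold, a pseudocount of 0.1, size-rule thresholds of 1.5 and 4, calls by the size rule for the lists, and leaving out each KO library. With 1 KO library left out, list calls were genes at least 2-fold from WT in the other KO library. CPM in place of FPKM and leaving out chromosome 7 genes were added after seeing the data. Regional medians used genes of autosomes and chromosome X with a mean of at least 10 FPKM, in 10 Mb windows with at least 10 genes. Genes of chromosome Y and XIST were left out of gene-level results.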

Results

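RNA-seq was collected from HK1 cells, an established nasopharyngeal carcinoma line, after the cells had been incubated with activated CD8+ T cells. The deposited table covered 3 libraries. 1 library came from wild-type (WT) cells and 2 from FLI1-knockout (KO) cells, each made with a different single guide RNA (sgFLI1-1 and sgFLI1-2). The total gene counts were 22172158 for WT, 23904587 for the library labelled sgFLI1-1 and 22409203 for the library labelled sgFLI1-2, so no large difference in depth separated the groups. The share of counts from the mitochondrial genome was 1.07%, 1.02% and 1.09% in the same order, and the 10 most abundant genes took 5.01%, 5.9% and 5.25%. The comparison asked which transcripts of the tumour cells differed when FLI1, an ETS-family transcription factor, was targeted.

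FLI1 mRNA was nearly lost in one of the targeted libraries and present in the other. FLI1 (ENSG00000151702, chromosome 11, 128686535 to 128813267, GRCh38) had 125 counts in WT, 11 in the library labelled sgFLI1-1 and 109 in the library labelled sgFLI1-2, or 1.23, 0.0763 and 1.12 FPKM. Relative to WT, its counts per library size (CPM) in the library labelled sgFLI1-1 stood at 8.16% (log2 ratio -3.61, 95% exact binomial interval -4.65 to -2.73). In the library labelled sgFLI1-2 the value was 86.3% (log2 ratio -0.21, interval -0.60 to 0.17). Over both libraries the log2 fold change was -1.09 (SE 0.84, edgeR adjusted p = 0.515), which did not pass the test. Counts were taken over the whole gene, which overlaps the antisense gene SENCR, and a small insertion or deletion at a guide site need not lower them, so the count neither checks nor excludes an edit in the library labelled sgFLI1-2. Every direction given below for the KO libraries rests on the labels in this respect. FLI1 also lies in a stretch of chromosome 11 (100 to 140 Mb) whose expressed genes were lower in the library labelled sgFLI1-1. On log2(FPKM + 1) their median change was -0.457 there and 0.023 in the library labelled sgFLI1-2, beside -1.05 and -0.08 for FLI1.

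**Figure D1:**
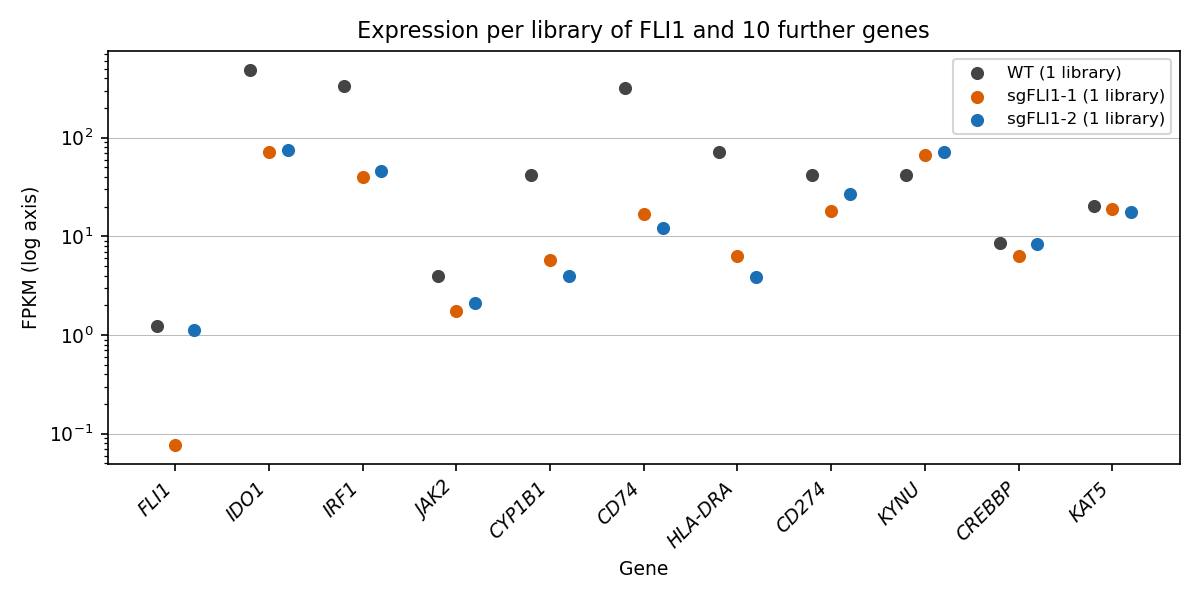
FPKM (log axis) of 11 genes in each of the 3 libraries, 1 point per library, with no error bars because each guide and WT had 1 library. FLI1 stood at 1.23 in WT, 0.0763 in sgFLI1-1 and 1.12 in sgFLI1-2, while IDO1 stood at 491 in WT and at 71.4 and 75.0 in the sgFLI1 libraries.

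Both KO libraries held far less mRNA of interferon-induced and antigen-presentation genes than WT, with a smaller set of genes higher. Among called genes with a symbol that reached 5 FPKM in a library, those that fell the most included CD74, the invariant chain of MHC class II (log2 fold change -4.44, SE 0.19, 21.8-fold), the complement genes C4A and C4B (-4.35 and -4.26), HLA-DPA1 (-4.01), TNFRSF14 (-3.88), HLA-DRA (-3.82), UBD, an interferon-inducible ubiquitin-like modifier with 188, 0 and 11 counts (DESeq2 adjusted p = 0.671, not called), CAND2 (-4.28) and TEX29 (-3.89). PTGES3L-AARSD1, a readthrough gene that overlaps AARSD1, had 451, 2 and 16 counts and was not called by DESeq2 (adjusted p = 0.0532). Among the same set, the largest increases were those of PI3, the epithelial protease inhibitor elafin, which had 0 counts in WT and 107 and 33 in the KO libraries (at least 22-fold higher against a floor of 3 counts per library), the polarity gene MPP7 (5.22, SE 0.34), CCN3 (4.86), the chemokine CCL5 (4.27), WFDC21P (3.61), TEN1 (3.59), MAL2 (3.53), CCR5AS (3.46) and FBXO2 (3.01). The mitochondrial tRNA gene TRNQ had 0, 30 and 25 counts, at least 8.76-fold higher, and DESeq2 gave no adjusted p for it.

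Of 15483 genes tested with edgeR's quasi-likelihood test, 740 passed an adjusted p of 0.05 with at least a 2-fold change, 457 of them lower and 283 higher in the KO libraries. Of the lower genes 410 were protein-coding, as were 245 of the higher genes. The test had 1 residual degree of freedom and 1 WT library, which was assumed to vary like the KO libraries. The p-values thus rest on the spread between both KO libraries, made with different guides, and on variance borrowed across genes. They measure no variation of WT. The labels do not say whether the libraries came from separate cultures. DESeq2 called 571 genes (330 lower, 241 higher), of which 563 were among the edgeR calls in the same direction. The count fell to 287 with quantile normalization and to 41 without a filter on low counts. C4A and C4B, the classical HLA genes and other near-identical copies can share reads, and their separate values are uncertain.

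IFN-gamma signalling and response genes were the list with the most lower genes. Of 37 measured members 32 fell and none rose, and the count adjusted over the list alone was also 32. IRF1, an interferon-induced transcription factor gene, fell by 2.91 on the log2 scale (SE 0.15, adjusted p = 1.86e-06). The guanylate-binding protein genes GBP4 and GBP5 had log2 fold changes of -3.31 and -3.58, and SERPING1, the C1 inhibitor, had 192, 10 and 4 counts. WARS1, the tryptophanyl-tRNA synthetase, had 94866 counts in WT and 12365 and 11197 in the KO libraries (-3.07, SE 0.13). JAK2, a receptor-associated kinase, fell by 1.06 (SE 0.22, adjusted p = 0.0141). The mRNAs of the receptor chains and JAK1 were not lower: the log2 fold changes were 0.64 for IFNGR1 (adjusted p = 0.11), 0.47 for IFNGR2 (adjusted p = 0.168) and 0.23 for JAK1 (adjusted p = 0.539).

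The IFN-gamma list was enriched among lower genes by a one-sided Fisher's exact test (adjusted p = 7.98e-43 over 56 list and direction tests). Its median change on log2(FPKM + 1) was -2.21 in the library labelled sgFLI1-1 and -2.23 in the library labelled sgFLI1-2, and none of 10000 random lists matched on expression had a median as low. Genes of a list are not independent, and CIITA, SERPING1 and IDO1 also stand on other lists. JAK2 was not called with quantile normalization (adjusted p = 0.0982) or without the filter (adjusted p = 0.243).

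Antigen presentation genes fell together. Of 18 measured MHC class I presentation genes 15 fell and none rose, with 15 also when adjusted over the list alone. HLA-B fell from 246 FPKM to 24.9 ± 3.28 (SD, n = 2), the peptide transporter gene TAP1 fell by 3.01 (SE 0.15), the immunoproteasome gene PSMB9, which overlaps TAP1, fell by 3.51 (SE 0.17), and HLA-F fell by 3.81 (SE 0.38). The endoplasmic reticulum chaperone genes CALR, CANX and PDIA3 did not pass the test (-0.34, 0.06 and 0.18). Of 14 MHC class II presentation genes 13 fell, also 13 when adjusted over the list alone, among them CIITA, the class II transactivator (-3.46, SE 0.17), and CD74. HLA-DQA1 had 26 counts in WT and 0 in both KO libraries (at least 8.76-fold lower), HLA-DOA had 95, 0 and 1, and HLA-DRB5 had 64, 0 and 6. Both lists were enriched among lower genes (adjusted p = 1.89e-19 for class I and 2.78e-18 for class II, one-sided Fisher's exact test). DESeq2 did not call HLA-DRB5 (adjusted p = 0.691) and gave no adjusted p for HLA-DQA1.

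The kynurenine and tryptophan genes, on which the study focused, included IDO1, the enzyme that opens the tryptophan ring. IDO1 (ENSG00000131203, chromosome 8, 39902275 to 39928790) had 21493 counts in WT and 3389 and 3310 in the KO libraries, and fell 6.69-fold (log2 fold change -2.74, SE 0.15, adjusted p = 2.46e-06). CYP1B1 fell from 41.8 FPKM to 4.85 ± 1.28 (SD, n = 2; log2 fold change -3.12, SE 0.23). CYP1A1, which like CYP1B1 is induced through the aryl hydrocarbon receptor, had 69, 11 and 15 counts (log2 fold change -2.45, adjusted p = 0.0287), and AOX1, an aldehyde oxidase, rose 2.24-fold. In the study's kynurenine synthesis list, IDO1 was the 1 called gene of 6 measured, also when adjusted over the list alone. AFMID (0.55, adjusted p = 0.278), KMO (-2.13, adjusted p = 0.441), KYNU (0.30, adjusted p = 0.464), KYAT3 (-0.33, adjusted p = 0.393) and KYAT1 (0.43, adjusted p = 0.463) did not pass the test. For KYNU the deposited measures differed. Its counts were 6246 in WT and 9587 and 6501 in the libraries labelled sgFLI1-1 and sgFLI1-2. Its changes on log2(FPKM + 1) were 0.66 and 0.76 in the same libraries. TDO2 (4, 8 and 8 counts), IDO2 (12, 0 and 2), ALDH8A1 (4, 0 and 0) and AADAT (0 in each library) had too few counts to be tested, and MAOA (7, 23 and 46 counts) did not pass it (adjusted p = 0.158).

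Of 30 tryptophan metabolism genes 3 fell and 1 rose, with the same counts adjusted over the list alone. The list was not enriched among lower genes (adjusted p = 0.242) or among called genes of either direction (4 against 1.43 by chance, p = 0.0529, adjusted p = 0.123, one-sided Fisher's exact test). The study reported tryptophan metabolism as enriched by KEGG analysis of its RNA-seq. That analysis used KEGG's gene set and DESeq2 calls, and its background is not given, so the results are not a like comparison. The study's interest in both lists came in part from these samples, so the counts adjusted over the list alone are not independent evidence. The CYP1A1 call was lost with DESeq2 (adjusted p = 0.209), quantile normalization (adjusted p = 0.114), the minimum of 50 counts (adjusted p = 0.0566) and without the filter (adjusted p = 0.243).

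Other immune genes moved in part. Of 31 type I interferon-stimulated genes 12 fell and 3 rose (13 and 3 adjusted over the list alone). PARP9 fell by 2.66 and XAF1 by 2.49 on the log2 scale, whereas HERC5 rose by 3.13 (SE 0.38), IFIT1 by 1.25 (SE 0.19) and IFIT2 by 1.28 (SE 0.18); the latter pair was chosen after the values were seen. SAMD9L fell by 2.98 (SE 0.43) but was not called by DESeq2 (adjusted p = 0.178), and it lies on chromosome 7, whose genes were lower as a group. Of 17 complement genes 9 fell and 1 rose (10 and 1 adjusted over the list alone). C2 fell by 3.40 (SE 0.37), and CD55, a complement regulator named after its values were seen, rose by 1.01. The type I list (adjusted p = 4.5e-10) and the complement list (adjusted p = 3.47e-09) were enriched among lower genes by one-sided Fisher's exact test, the former not without the filter (adjusted p = 0.353).

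Inflammatory cytokine genes went both ways. Of 28 NF-kB targets 3 fell and 3 rose, also when adjusted over the list alone. The neutrophil chemokine gene CXCL8 rose 3.98-fold (409, 1688 and 1708 counts), CCL20 had 12, 60 and 81 counts, and IL32 fell by 3.03 (SE 0.17). CCL20 was not called by DESeq2 (adjusted p = 0.0951). Among 15 immune checkpoint ligand genes 2 fell and none rose (3 and 0 adjusted over the list alone): PDCD1LG2, which encodes PD-L2, by 2.93 (SE 0.27) and TNFRSF14 by 3.88 (SE 0.37). CD274, which encodes PD-L1, had a log2 fold change of -0.86 (SE 0.23, adjusted p = 0.0501) and did not pass the test, whereas it was below the same adjusted p with DESeq2 (0.0222) and with median-of-ratios scaling (0.0274), with less than a 2-fold change. Neither list was enriched among lower genes (adjusted p = 0.226 and 0.265) or higher genes (adjusted p = 0.0791 and 1, one-sided Fisher's exact test). With both directions counted together, a test added later, the NF-kB list passed (adjusted p = 0.00499) and the checkpoint list did not (adjusted p = 0.318). The NF-kB list was enriched among lower genes with quantile normalization (adjusted p = 0.0433) and in the library labelled sgFLI1-1 alone (adjusted p = 0.0459), and among higher genes with calls by the size rule (adjusted p = 0.0181), and the checkpoint list among lower genes in the library labelled sgFLI1-1 alone (adjusted p = 0.00609). The checkpoint list's median was -0.43 in the library labelled sgFLI1-1 and -0.34 in the library labelled sgFLI1-2, and its median for the mean of both, -0.387, lay below the middle 95% of random list medians (-0.197 to 0.223).

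Of the histone acetyltransferase genes, CREBBP (CBP), KAT5 and EP300 did not pass the test. The study reported CBP and KAT5 lower in FLI1-KO cells by qPCR and western blot, with captions that mention no T cells. Changes on log2(FPKM + 1) in the libraries labelled sgFLI1-1 and sgFLI1-2 were -0.40 and -0.05 for CREBBP. They were -0.11 and -0.21 for KAT5 and -0.60 and -0.19 for EP300. The simulated share of 38% for 2-fold changes was taken over genes of all expression levels. It is therefore not the power for these genes, whose own SE values are given below. Small differences are not excluded by a failed test. The log2 fold changes were -0.26 for CREBBP (SE 0.19, adjusted p = 0.481), -0.13 for KAT5 (SE 0.19, adjusted p = 0.742) and -0.51 for EP300 (SE 0.22, adjusted p = 0.212). Of 23 acetyltransferase and deacetylase genes HDAC9 alone was called, lower, with 75, 18 and 19 counts (also 1 adjusted over the list alone, and not called by DESeq2, adjusted p = 0.275). HDAC9 lies on chromosome 7. The aryl hydrocarbon receptor list held targets and also AHR, ARNT and NFE2L2. Of its 11 measured genes 4 fell (4 adjusted over the list alone), TIPARP (-1.23, SE 0.18) and ALDH3A1 (-1.92, SE 0.51) beside CYP1A1 and CYP1B1. Its member NQO1 went the other way without passing edgeR's test (0.58, SE 0.15, adjusted p = 0.0503). The receptor gene AHR itself had a log2 fold change of 0.09 (adjusted p = 0.859). The enrichment of this list among lower genes (adjusted p = 0.00168, one-sided Fisher's exact test) was lost with DESeq2 calls (adjusted p = 0.123), quantile normalization (adjusted p = 0.0521), the minimum of 50 counts (adjusted p = 0.196), no filter (adjusted p = 1), calls by the size rule defined further on (adjusted p = 0.0766) and the library labelled sgFLI1-2 alone (adjusted p = 0.128). DESeq2 did not call ALDH3A1 (adjusted p = 0.273).

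Immediate-early and heat-shock genes were higher by the median of their list, though most members did not pass the test. Of 21 measured members 7 rose and 1 fell (8 and 1 adjusted over the list alone). FOS rose 3.51-fold (SE 0.32 on the log2 scale), JUND 2.47-fold, ATF3 2.44-fold and the heat-shock gene HSPA1A 2.48-fold, while FOSL1, singled out after its values were seen, fell by 1.06. The list was enriched among higher genes (adjusted p = 5.52e-07, one-sided Fisher's exact test), and its median was 0.61 in the library labelled sgFLI1-1 and 0.58 in the library labelled sgFLI1-2. Without the filter on low counts the enrichment was lost (adjusted p = 1). HSPA1A can share reads with its near-identical copy HSPA1B.

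Of 18 unfolded protein and amino acid stress genes 4 rose and 1 fell, also when adjusted over the list alone. DDIT3 rose 2.62-fold, CHAC1 3.05-fold and HERPUD1 2.47-fold, and ASNS, the asparagine synthetase gene, fell 3.82-fold. ASNS lies on chromosome 7. The enrichment among higher genes (adjusted p = 0.00191, one-sided Fisher's exact test) was lost with DESeq2 calls (adjusted p = 0.16), quantile normalization (adjusted p = 0.344), the minimum of 50 counts (adjusted p = 0.196), no filter (adjusted p = 1), calls by the size rule (adjusted p = 0.0719) and the library labelled sgFLI1-2 alone (adjusted p = 0.137). DESeq2 did not call DDIT3 (adjusted p = 0.0753) or CHAC1 (adjusted p = 0.107).

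Apoptosis genes moved in both directions. Of 25 apoptosis and p53 target genes 5 fell and 2 rose (5 and 4 adjusted over the list alone). CASP1 fell by 2.49 (SE 0.34), CASP10 had 84, 12 and 23 counts, the death receptor gene FAS fell by 1.48 and ZMAT3 rose by 1.48. The enrichment among lower genes (adjusted p = 0.00444, one-sided Fisher's exact test) was lost with quantile normalization (adjusted p = 0.774), the minimum of 50 counts (adjusted p = 0.0566) and no filter (adjusted p = 1). CASP10 was not called by DESeq2 (adjusted p = 0.192). CASP1 lies in a stretch of chromosome 11 whose genes were lower in the library labelled sgFLI1-1. The stretch had a median of 0.023 in the library labelled sgFLI1-2, where CASP1 also fell. On log2(FPKM + 1) CASP1 changed by -2.15 in the library labelled sgFLI1-1 and -2.87 in the library labelled sgFLI1-2.

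Genes of cell identity and growth moved little as groups. Of 24 epithelial genes 1 rose, JUP, which encodes plakoglobin (1.46, SE 0.23), and 2 fell, the keratin gene KRT19 (-2.50, SE 0.46) and the integrin gene ITGA6 (-1.08, SE 0.15), against 3 and 2 adjusted over the list alone. Of 22 mesenchymal transition genes 2 rose and 2 fell, also when adjusted over the list alone. The matrix gene SPARC rose 2.68-fold to 311 ± 5.96 FPKM (SD, n = 2), LOX rose 3.09-fold and TNC fell 4.09-fold. With both directions counted together this list passed (adjusted p = 0.0485), and neither direction did alone (higher, adjusted p = 0.242; lower, adjusted p = 0.427). Of 35 cell cycle genes CDKN2B alone passed, 2.19-fold higher, also when adjusted over the list alone, and of 20 ETS factor genes ETV7 alone, with 654, 20 and 84 counts (also 1 adjusted over the list alone, and adjusted p = 0.165 with DESeq2). None of 22 hypoxia and glycolysis, 22 cholesterol synthesis, 36 ribosomal protein, 13 mitochondrially encoded and 6 squamous differentiation genes passed edgeR's test over all genes, and DESeq2 called 0 of them, with 5, 3, 4, 2 and 3 genes in that order at an unadjusted edgeR p under 0.05. Adjusted over the list alone, 1 squamous gene was higher and 1 lower, and none of the other 4 lists had a gene that passed.

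Markers of other cell types were near or below detection. Of 34 CD8 T cell marker genes 20 had 0 counts in every library, among them CD3D, CD3E, CD8A, GZMB, PRF1 and IFNG. A count of 0 allows up to 0.135, 0.125 and 0.134 CPM in the 3 libraries (3 counts of the total, counting error only). The median count of the 34 markers was 0 in each library. Of 8 measured T cell markers 1 was called, lower. CD68 fell by 2.14 (SE 0.32) and was the 1 called member of 6 measured B cell and myeloid markers, and CDH5 had 27, 96 and 194 counts and was the 1 called member of 8 measured fibroblast and endothelial markers. Adjusted over the list alone the first of these lists also had 1 lower gene, the second 1 lower gene and the third 2 higher and 1 lower. In the study's exhaustion and regulatory T cell lists LAG3 and TNFRSF9 were the single members measured, and neither passed edgeR's test, over all genes or adjusted over the list alone (0 at an unadjusted p under 0.05, and 0 with DESeq2). Both lists were chosen by the study.

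The medians of 8 lists lay outside the middle 95% of random list medians for the mean of both libraries. Those of the IFN-gamma, MHC class I, MHC class II, type I interferon, complement, checkpoint and apoptosis lists lay below it, and that of the immediate-early and heat-shock list lay above it.

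**Figure D2:**
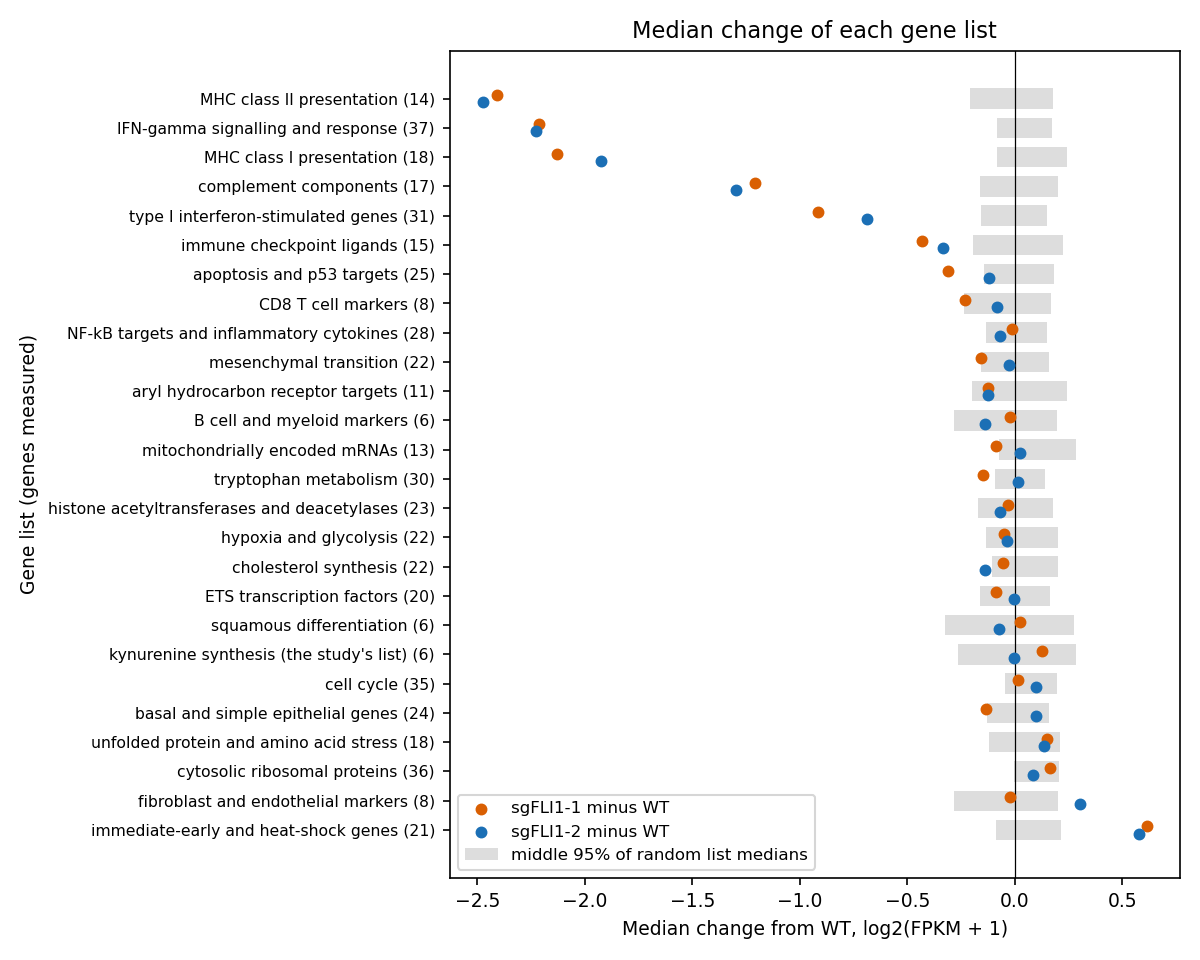
Median change from WT of each gene list with at least 6 measured genes, on the log2(FPKM + 1) scale, with 1 point for each sgFLI1 library and a grey bar for the middle 95% of medians of 10000 random lists matched on expression (for the mean of both libraries). The IFN-gamma list stood at -2.21 and -2.23 and the immediate-early and heat-shock list at 0.61 and 0.58.

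The libraries of the guides were compared through their separate changes from WT. CXCL8, IDO1, IRF1 and the GBP genes moved alike in both, and 283 genes were at least 2-fold lower and 153 at least 2-fold higher than WT in both on log2(FPKM + 1) (the size rule), with 2 genes going opposite ways. Of the 740 edgeR calls 409 met this rule in the same direction. Taking the library labelled sgFLI1-1 as the lone library gave 75 such genes and taking the library labelled sgFLI1-2 gave 36, against 436 for WT. An edgeR fit with these lone libraries cannot serve as a control. WT then shared a group with a KO library, so the difference between them entered the spread of the test. Directly compared, 149 genes differed at least 2-fold between the KO libraries (93 higher and 56 lower in the library labelled sgFLI1-2), and this difference had no replicate check.

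Across the 15483 genes the changes in both KO libraries had a Pearson correlation of 0.815 and a Spearman correlation of 0.748, where genes are not independent replicates. Unchanged libraries simulated against the same WT library gave 0.501 and 0.474, since a shared control alone correlates them. The covariance was 0.192 against 0.0436 simulated. The size rule gave on average 8.9 higher and 8.05 lower genes in the simulation, and independent lists of the observed lengths would overlap in 4.33 and 11 genes. With 1 WT library the controls could not be split, so part of the excess may come from that library.

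**Figure D3:**
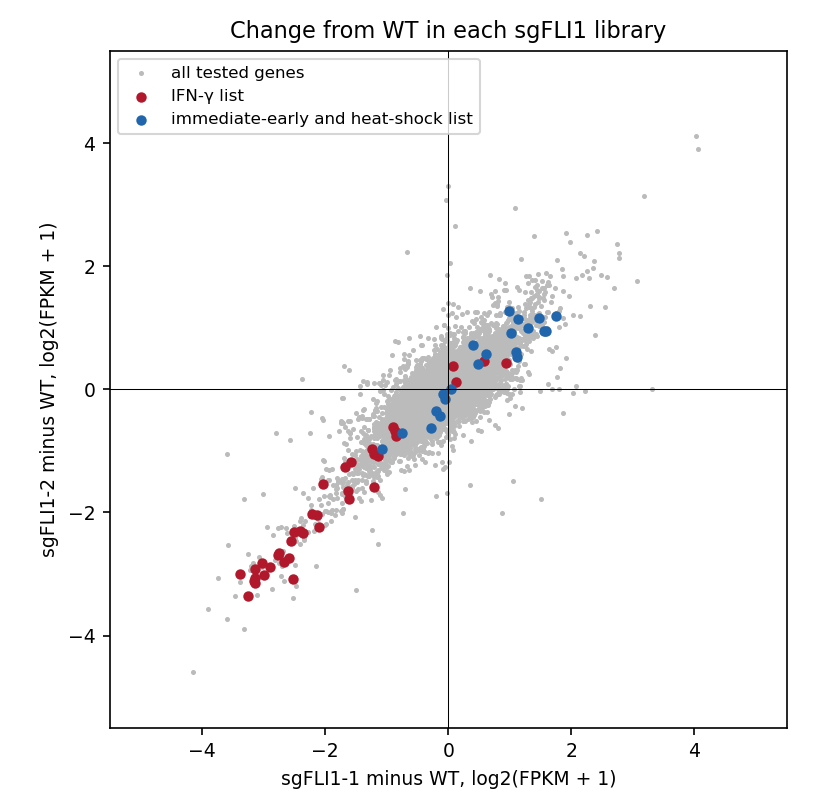
Change from WT on log2(FPKM + 1) of each tested gene in the sgFLI1-1 library (horizontal axis) and the sgFLI1-2 library (vertical axis), with the IFN-gamma list in red and the immediate-early and heat-shock list in blue. IFN-gamma genes lie mostly along the lower part of the diagonal, and the correlation across all genes was 0.815 by Pearson.

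Position on the chromosome also mattered. Expressed genes of chromosome 7 (223 genes with a mean of at least 10 FPKM) had a median change from WT of -0.313 in the library labelled sgFLI1-1 and -0.406 in the library labelled sgFLI1-2, and 85.2% and 90.1% of them were below 0. The medians of the other chromosomes lay between -0.071 and 0.197 in the former and between -0.049 and 0.169 in the latter. Chromosome 7 held 4.81% of the tested genes, 12.3% of the lower calls and 1.77% of the higher calls, and without its genes edgeR called 451 lower and 310 higher genes. On chromosome 11, the 53 expressed genes from 100 to 140 Mb, the stretch that holds FLI1, had a median of -0.457 in the library labelled sgFLI1-1 and 0.023 in the library labelled sgFLI1-2. Stretches of chromosomes 10 (70 to 100 Mb, 80 genes, 0.312 and 0.087) and 12 (0 to 30 Mb, 70 genes, 0.349 and 0.018) also stood further from 0 in the library labelled sgFLI1-1, in the higher direction. These regions were chosen after the values were seen.

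**Figure D4:**
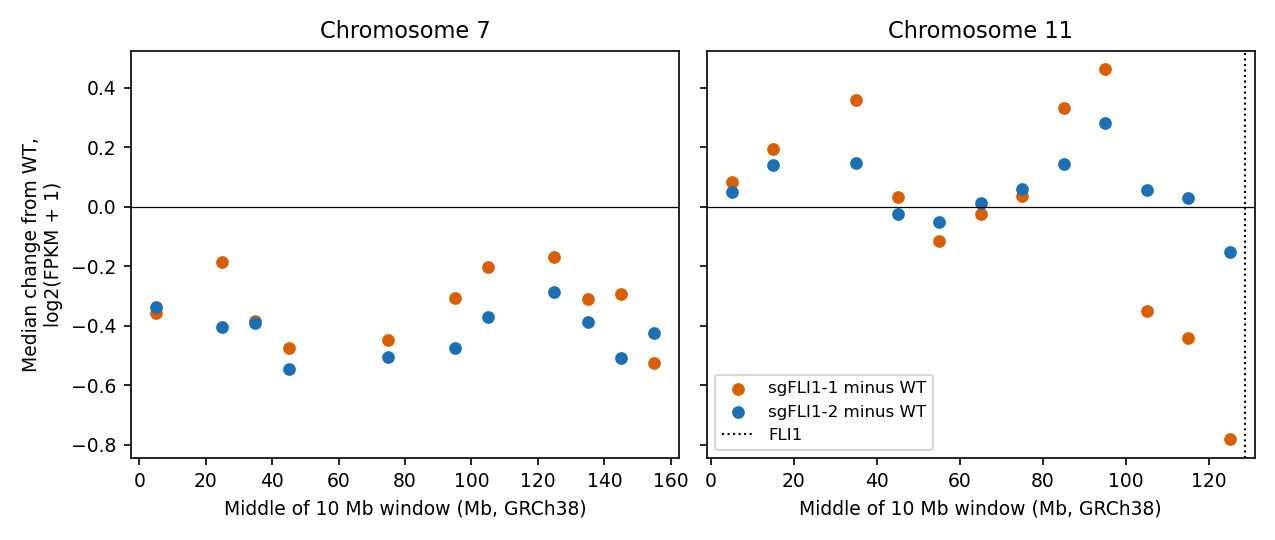
Median change from WT on log2(FPKM + 1) in 10 Mb windows with at least 10 expressed genes along chromosomes 7 and 11 (GRCh38), 1 point per sgFLI1 library and window; the dotted line marks FLI1. All 11 windows of chromosome 7 lie below 0 in both libraries, and the last window of chromosome 11 stands at -0.781 in sgFLI1-1 and -0.152 in sgFLI1-2.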

Values the study reported

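The study called differential genes at a corrected P value of 0.05 and a fold change of 2.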

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

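The alternatives were set before the data were examined, except CPM in place of FPKM and leaving out chromosome 7 genes, which were chosen after seeing the data. Against 740 genes past the edgeR test (457 lower, 283 higher), 41 passed without a filter (38 lower, 3 higher), where the prior degrees of freedom were 3.29 against 9.56, and 287 passed with quantile normalization (199 lower, 88 higher); the cause was not tested. The other alternatives for this count gave 571 to 1066 genes. Against 436 genes by the size rule (283 lower, 153 higher), a pseudocount of 0.1 gave 1232 (746 lower, 486 higher), CPM gave 675 (444 lower, 231 higher), a fold of 1.5 gave 1324 (789 lower, 535 higher) and a fold of 4 gave 90 (79 lower, 11 higher). Leaving out 1 KO library, so that genes had to pass in 1 library alone, gave 585 to 772 genes (352 to 484 lower, 233 to 288 higher). Lists enriched among lower genes numbered 7, against 4 without a filter. With 1 KO library left out they numbered 6 to 11, from size-rule calls in the other KO library in place of edgeR calls. Lists enriched among higher genes numbered 2, against 0 without a filter, 1 with the minimum of 50 counts and 1 with DESeq2. With 1 KO library left out they numbered 1 to 2, again from size-rule calls. The correlation of the guides was 0.745 with a pseudocount of 0.1, against 0.815. For these too the cause was not tested. Of the named genes 85 stayed on their side of the threshold with median-of-ratios scaling, 71 with DESeq2, 72 with the minimum of 50 counts, 54 with quantile normalization and 28 without a filter. The pseudocount was not run for the edgeR test, which takes counts. No paired analysis was possible because the WT group held 1 library. Genes under 3 counts per library could not be told from 0 at this depth.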

Other observations

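The gene families in this paragraph, and all tests below except those of regional shifts and GC content, were chosen after the values were seen. All 5 measured apolipoprotein L genes fell, from APOL2 (log2 fold change -2.14) to APOL4 (-3.71), as did all 3 butyrophilin genes BTN3A1, BTN3A2 and BTN3A3 (-1.31, -1.63 and -2.04). Of 44 measured TRIM genes 7 fell, among them TRIM22 (-2.12) and TRIM69 (-2.50), and of 2 measured CEACAM genes CEACAM1 fell (219, 22 and 18 counts) and CEACAM19 did not pass the test (-0.90, adjusted p = 0.363). The 3 measured aldo-keto reductase genes AKR1C1, AKR1C2 and AKR1C3 rose (1.71, 1.62 and 2.12; DESeq2 called 2 of the 3), and 3 of 4 measured hair keratin genes rose, KRT81 (1.67), KRT85 (4.55) and KRT86 (1.09). Of 5 SERPINB, 2 kallikrein and 2 metallothionein genes, edgeR and DESeq2 called 0 at both thresholds, with 1, 0 and 1 at an unadjusted edgeR p under 0.05. Reads shared between close paralogs were not examined.

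IFN-gamma response genes were lower in both KO libraries. RNA of the T cells in the WT library was argued against by a median count of 0 for the CD8 T cell markers there. Regional shifts were argued against as well, since the list median was -2.19 after the median of each gene's 10 Mb window had been taken off. The median over the list's genes of the difference between the KO libraries was 0.07, which a different IFN-gamma exposure of the lone WT culture could give as well as the knockout. With 1 WT culture these explanations cannot be told apart.

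FLI1 mRNA in the library labelled sgFLI1-2 stood near its WT level. T cell RNA in that library was argued against by a median count of 0 for the CD8 T cell markers. A WT library under that label was weighed by values against WT. The IFN-gamma list median of that library was -2.23, which a different exposure of the lone WT culture could also give. Its chromosome 7 median was -0.406, with 90.1% of expressed genes below 0, beside -0.313 in the library labelled sgFLI1-1. An exposure difference alone would not give this chromosome-wide shift, so it argues against a WT library that differed in exposure only. A WT library from a culture that also differed on chromosome 7 stays open. An edit that leaves the transcript counted may account for the log2 ratio of -0.21, but counts over the whole gene do not show the edited bases, so this stays open as well.

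Chromosome 7 genes were lower in both KO libraries. GC content was argued against by a median of -0.42 against genes of other chromosomes matched on GC content and expression, in the library nearer 0. A few strongly changed genes were argued against by the share of expressed chromosome 7 genes below 0, which was 85.2% in the library with the smaller share. All 11 windows with at least 10 expressed genes were below 0 in both libraries, so fewer copies of chromosome 7 per cell than in the WT culture is a candidate explanation. It is a hypothesis formed on these data, and no DNA data were analysed here.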
